A study of Mus musculus with 24 samples.

How the data were processed

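Polyadenylated RNA was sequenced from mouse E14 embryonic stem cells of 3 genotypes, wild type and 2 Smad2 knockout clones, each as a control and paused with 200 nM INK128, with 4 libraries in each of the 6 groups. The labels number the replicates but do not say that they are separate cultures.

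The authors' deposited files used here are 2 comparison tables, 1 for control and 1 for paused cells, and these hold no value per library. Per the file headers, each table gives for each gene a signal, the mean normalized count over the libraries compared. The authors' log2 fold change and its standard error are in log2 units. The authors' Wald statistic is a score, which was checked to be the log2 fold change divided by its standard error. The deposited p-value was checked to be the 2-sided normal p-value of that statistic, and the deposited adjusted p-value to be its Benjamini-Hochberg adjustment over the genes of the same table that have a p-value. The authors' columns are named as DESeq2 names its own. The aligner, the genome build, the annotation, the filter on low counts and the DESeq2 version used by the authors are not given in the sources used here. The authors' tables were normalized separately, and the headers name neither the compared groups, nor the numerator, nor whether the clones were pooled. Fold changes were read as Smad2 knockout over wild type, an inference from the negative values of Smad2 and of the Nodal targets Lefty1 and Lefty2. The depth of each library is unknown, so no counting interval is given. The lowest mean normalized count listed was 2.22 in the control table and 3.19 in the paused table. Genes with a mean below 50 had a median standard error of 0.38 in both tables, against 0.08 and 0.07 for genes with a mean of at least 50.

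A gene was called when its deposited adjusted p-value was under 0.05, with no fold limit. Genes present in both tables were compared by the number called in both, set beside the number that independent lists of these sizes would share. The difference between conditions was computed per gene as the paused minus the control log2 fold change, divided by the root of the summed squared standard errors, with 2-sided normal p-values and Benjamini-Hochberg adjustment. That test of the difference was added after the content of the files was known. The plan had left the interaction of pausing and genotype untested if the tables were normalized separately. It compares ratios formed within each table, and it treats the tables as independent.

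Before the data were examined, 33 gene lists were fixed: Nodal/Smad2 targets, Nodal and TGF-beta pathway components, BMP targets, PPAR targets, fatty acid oxidation, fatty acid synthesis, cholesterol synthesis, lipid droplet and storage genes, glycolysis, nuclear-encoded oxidative phosphorylation, naive, core and formative pluripotency, mesendoderm, neuroectoderm, primitive endoderm, trophectoderm, 2-cell-like genes, methylation-controlled germline genes, fibroblast (feeder) genes, ribosomal proteins, ribosome biogenesis, MYC targets, ATF4 targets, lysosomal TFEB targets, FOXO targets, G1/S and G2/M genes, p53 targets, immediate early genes, hypoxia targets, mitochondrially encoded genes, and imprinted genes that vary between stem cell clones. Each was tested on the Wald statistics with cameraPR of limma 3.58.1 in R 4.3.3, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the 33 lists. Members were counted by the adjusted p-value over all genes and adjusted over the list alone. Each list's median was placed among those of 10000 random lists matched on mean count, and the text gives that percentile for called lists where it lay between 2.5 and 97.5. A further 3 lists, of interferon-response, placental trophoblast and wider germline genes, were added after the fixed lists had been tested, and were adjusted over those 3.

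Genes named in the text followed a rule fixed in advance: always Smad2, Pparg and Nodal, the 8 highest and 8 lowest called genes of each comparison with at least 2 CPM (mean normalized counts scaled to a common sum over all genes), leaving out gene models, clones and pseudogenes, and up to 4 members of each list by adjusted p-value. The parts of the rule that ask for both clones or for values that do not overlap need values per library and were not applied. Genes named outside the rule are said to be so, except for some in the additional observations, and not all genes that the rule takes are described. Repeated sequence was measured as the percent of a gene's 50-base windows found in transcripts of another gene in GENCODE M21. Chromosomes were taken by symbol from RefSeq genes of assembly GRCm38.p6. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.

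The tests were run on simulated data in 20 tables per comparison with 200 changed genes each and the standard errors of the deposited tables. At log2 changes of 0.5, 1 and 2, the control table gave back 58.4%, 76.7% and 94.3% of changed genes, that for paused cells 60.0%, 79.8% and 93.6%, and the difference 49.1%, 71.1% and 88.8%. False calls were 5.45%, 5.04% and 4.79% of calls. The simulated errors were drawn with the same standard errors that the tests used. These rates therefore check the computation and do not show how often genes are called falsely in the data. Lists shifted by 1.5 units of the statistic were called in 19, 20 and 20 of 20 runs, and unshifted lists in 0 of 614. The statistics in these list runs were independent standard normal values. They therefore do not show how often lists of correlated genes would be called falsely, or how well a shift is seen among widely spread statistics. The changed genes were far fewer than those called in the data, so the recovery rates hold for the simulated setting only.

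A fold limit of 2 was an alternative planned in advance. The Nodal/Smad2 target list without Lefty1 and Lefty2, the 2-cell-like list and the X-linked share without genes that share sequence, the interferon, placental and trophectoderm lists without the strongest genes, centring each table on its median, a minimum mean of 50, doubled standard errors, a list correlation of 0.05, ranks, and log2 fold changes in place of Wald statistics were chosen after seeing the data. Because no values per library were analysed, the planned fits with edgeR, limma and DESeq2 were not run. The same holds for the clones taken apart, clone against clone, paused against control within a genotype, the replicate block, left-out replicates, other normalizations and filters, an estimated correlation between genes, fry and other splits of the libraries.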

Results

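Gene expression was measured by RNA sequencing in mouse E14 embryonic stem cells that were wild type or lacked Smad2, a transcription factor that carries the signal of the secreted ligand Nodal from its receptors to the nucleus. The knockout was represented by 2 clones. Cells were grown on gelatin with serum and LIF and were controls or treated for 12 hours with 200 nM INK128, an inhibitor of the growth kinase mTOR that holds stem cells in a paused state. The loss of Smad2 is taken from the labels, since the tables list Smad2 mRNA at a reduced level rather than as absent. Each of the 6 groups had 4 libraries, 24 in all. The values below come from the authors' deposited table for each condition, with 19780 genes in control and 19979 in paused cells, and each change is the log2 fold change of knockout over wild type with its standard error. That direction was inferred from the negative values of Smad2, Lefty1 and Lefty2, since the tables name neither the groups compared nor whether the clones were pooled. The depth of each library is unknown. The number of libraries or clones that showed each direction cannot be read from these tables.

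The comparison in control cells addressed what the loss of Smad2 changes in stem cells that are not paused. Genes induced by Nodal were much lower in the knockout cells. Lefty2 and Lefty1, secreted Nodal antagonists that Nodal itself switches on, fell by 2.89 ± 0.12 and fell by 2.52 ± 0.14 in the authors' deposited table for control cells. In the same setting T, the mesoderm transcription factor brachyury, fell by 4.66 ± 0.48 (the authors' deposited table). Of 19 measured Nodal/Smad2 targets, 11 fell and 1 rose, and the same numbers passed when adjusted over the list alone (cameraPR adjusted p = 8.4e-09). Since the direction of the tables was inferred in part from Lefty1 and Lefty2, the sign of this list was not free. A test without those genes, chosen after the result was seen, left 9 of 17 falling and 1 rising, with a cameraPR p of 8.88e-05 and a median of -0.33. The target that rose was Gsc, a gastrula organizer gene named here after its value was seen, at 0.78 ± 0.24 in the authors' deposited table. Nodal mRNA was at 0.03 ± 0.07 and did not pass, and Smad2 mRNA itself fell by 0.35 ± 0.07 at a mean of 3123 normalized counts (the authors' deposited table). Among other Nodal and TGF-beta pathway genes, 5 of 21 rose and 8 fell, with the same numbers when adjusted over the list alone, and the list did not pass (cameraPR adjusted p = 0.404). The 5 that rose were Pcsk6, Tgfbr3, Tgfbr1, Smad3 and Inhbb, of which the last 3 are named outside the rule. Pcsk6, a convertase that processes TGF-beta family ligands, rose by 0.81 ± 0.06, while Ski, a repressor of SMAD proteins, fell by 0.36 ± 0.04 in the authors' deposited table.

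Pparg, the nuclear receptor that drives adipocyte lipid storage, was 9.61-fold higher in knockout control cells, a log2 change of 3.26 ± 0.34 (Benjamini-Hochberg adjusted p = 1.96e-19) at a low mean of 48.0 normalized counts in the authors' deposited table. Of 33 PPAR target genes, 12 rose and 2 fell (13 and 2 adjusted over the list alone), a shift that passed (cameraPR adjusted p = 0.00495) but did not at a preset correlation of 0.05 (adjusted p = 0.0642) or with log2 fold changes in place of Wald statistics (0.227). A correlation estimated from the data could not be computed for any list. Lipoprotein lipase Lpl rose by 1.21 ± 0.13, the lipid droplet protein gene Cidea by 0.92 ± 0.14 and the thiolase gene Acaa2 by 0.88 ± 0.09 in the authors' deposited table. Lipid droplet and storage genes rose in 9 of 24 cases and fell in 2, also adjusted over the list alone (cameraPR adjusted p = 0.0162, and 0.0938 at the correlation of 0.05). Plin2, the coat protein gene of lipid droplets and itself a PPAR target, was the exception at -0.95 ± 0.28 in the authors' deposited table, and with the dehydrogenase gene Acadl and the seipin gene Bscl2 it made up the members of both lists that fell, all 3 named after their values were seen. Plin3, another droplet coat protein gene, rose by 0.40 ± 0.04 and Pnpla3, a lipase gene, by 0.76 ± 0.09 in the authors' deposited table. Fatty acid oxidation genes rose in 7 of 27 cases and fell in 5 (8 and 5 adjusted over the list alone), led by the carnitine carrier gene Slc25a20 at 1.01 ± 0.05 in the authors' deposited table. The 5 that fell were Acsl3 and, named outside the rule, Acadl, Decr1, Hsd17b4 and Acsl4. That list was close to the threshold (cameraPR adjusted p = 0.0492, and 0.186 at the correlation of 0.05). Fatty acid synthesis genes split, with 5 of 17 rising and 3 falling, also adjusted over the list alone, and their median (0.00) and the downward test differed in sign (cameraPR adjusted p = 0.92). Scd2, a fatty acid desaturase gene, fell by 0.64 ± 0.13 while the elongase gene Elovl6 rose by 0.47 ± 0.06 in the authors' deposited table. Mid1ip1 and Slc25a1 fell as well, and Scd1, Acss2, Elovl5 and Fads2 rose, of which Slc25a1, Elovl5 and Fads2 are named outside the rule. Cholesterol synthesis genes fell in 8 of 24 cases (7 adjusted over the list alone) and the list did not pass (cameraPR adjusted p = 0.0612).

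BMP-responsive genes rose together, with 10 of 13 higher and 0 lower (11 and 0 adjusted over the list alone, cameraPR adjusted p = 2.76e-08). The placental transcription factor genes Hand1, Dlx3 and Gata3 rose by 1.95 ± 0.18, 1.64 ± 0.15 and 1.54 ± 0.13, and Id3, an inhibitor of differentiation factors, rose by 0.45 ± 0.05 in the authors' deposited table. Trophectoderm genes rose in 9 of 15 cases and fell in 2 (9 and 3 adjusted over the list alone, cameraPR adjusted p = 4.06e-07). Plac1, a placental gene, was among the strongest at 3.38 ± 0.24, and the placental homeobox gene Esx1 rose by 2.08 ± 0.14 in the authors' deposited table. The members that fell, Cdx2 and Eomes, are regulators of trophoblast stem cells and were at -0.84 ± 0.22 and -0.94 ± 0.18 in the authors' deposited table, and both are named outside the rule. Primitive endoderm genes rose in 13 of 18 cases and fell in 2 (15 and 2 adjusted over the list alone, cameraPR adjusted p = 2.02e-06). The endoderm regulator Gata6 rose by 1.76 ± 0.18 and the receptor gene Pdgfra by 1.41 ± 0.15 in the authors' deposited table, and the members that fell were Apoe and, outside the rule, Lamb1. Of 17 genes of the 2-cell-like state, 15 rose and 0 fell, also adjusted over the list alone (cameraPR adjusted p = 4.06e-07). Arg2, an arginase gene of that list with no shared windows, rose by 0.93 ± 0.15 in the authors' deposited table, while 14 of the 17 genes share over 10% of their sequence windows with other genes, the Zscan4 genes 49.6% to 90.1%, so that their values are uncertain as separate genes and the list test counts similar genes more than once. Among the other 3 alone, chosen after the result was seen, Arg2 and, outside the rule, Zfp352 rose and the cameraPR p was 0.174. Methylation-controlled germline genes rose in 11 of 15 cases and fell in 3 (12 and 3 adjusted over the list alone, cameraPR adjusted p = 7.95e-06). Dazl, an RNA-binding protein gene of germ cells, rose by 1.10 ± 0.07, and Hormad1, a meiotic chromosome gene, by 0.90 ± 0.10 in the authors' deposited table. The germ cell genes Ddx4, Sycp3 and Tdrd1, named after their values were seen, fell.

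Formative genes of the epiblast were lower, with 8 of 17 falling and 1 rising (9 and 2 adjusted over the list alone, cameraPR adjusted p = 0.000271). The growth factor gene Fgf5 fell by 2.61 ± 0.28 and the POU factor gene Pou3f1 fell by 1.49 ± 0.10 in the authors' deposited table. Naive pluripotency genes rose in 5 of 16 cases and fell in 2, also adjusted over the list alone (cameraPR adjusted p = 0.04, and 0.117 at the correlation of 0.05). The naive factor genes Tbx3 and Klf4 rose by 1.00 ± 0.07 and 0.56 ± 0.06 in the authors' deposited table. Nanog, Fgf4 and Prdm14 rose too, and Dppa3 and Gbx2 fell, with Prdm14 and Dppa3 named outside the rule, as was Zic2, the formative gene that rose. Core pluripotency genes, where Sall4 and Dppa2 rose and Utf1, Pou5f1 and Lin28a were among those that fell (the last 2 named outside the rule), did not pass (2 of 11 rose and 4 fell, 2 and 5 adjusted over the list alone, cameraPR adjusted p = 0.74). Neither did mesendoderm genes (5 of 19 rose and 8 fell, also adjusted over the list alone, cameraPR adjusted p = 0.658) or neuroectoderm genes (2 of 11 rose and 4 fell, also adjusted over the list alone, cameraPR adjusted p = 0.155). The neural filament gene Nes fell by 1.75 ± 0.16 while Sox1, a neural plate factor gene, rose by 0.98 ± 0.16 in the authors' deposited table. Map2, Pax6 and Neurod1 also fell. The mesendoderm genes that rose were Gata4, Gata6, Hand1, Gsc and Sox17, the last 2 named outside the rule.

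Lists of growth genes shifted slightly downward. MYC targets fell in 14 of 22 cases and rose in 1, also adjusted over the list alone (cameraPR adjusted p = 0.000271), and the proto-oncogene Mycn fell by 0.66 ± 0.05 in the authors' deposited table, while Shmt2, named outside the rule, rose. Ribosome biogenesis genes fell in 14 of 28 cases and rose in 0, also adjusted over the list alone (cameraPR adjusted p = 0.000776), with the nucleolar gene Nop16 at -0.43 ± 0.08 in the authors' deposited table. Ribosomal protein genes fell in 16 of 33 cases (22 adjusted over the list alone) and rose in 0, by small amounts such as -0.26 ± 0.04 for Rplp0 in the authors' deposited table. That call was lost at the correlation of 0.05 (cameraPR adjusted p = 0.00363, and 0.056 there). Immediate early genes fell in 14 of 18 cases and rose in 0 (15 and 1 adjusted over the list alone, cameraPR adjusted p = 0.000435), with the ERK phosphatase gene Dusp6 lower by a log2 of -1.18 ± 0.14 in the authors' deposited table. Oxidative phosphorylation genes fell in 11 of 30 cases, also adjusted over the list alone (cameraPR adjusted p = 0.0177, and 0.117 at the correlation of 0.05), and glycolysis genes did not pass (Hk1 and Pfkp of 21 rose and 9 fell, also adjusted over the list alone, cameraPR adjusted p = 0.0785). Fibroblast genes, included as markers of feeder-like cells, fell in 9 of 17 cases and rose in 0 (10 and 0 adjusted over the list alone, cameraPR adjusted p = 0.00262, and 0.159 among genes with a mean of at least 50). The lysyl oxidase gene Lox and the collagen gene Col3a1 were at -3.58 ± 0.38 and -2.95 ± 0.37, at means of 27.9 and 41.5 normalized counts in the authors' deposited table. Imprinted genes that vary between clones rose in 6 of 18 cases and fell in 5 (7 and 5 adjusted over the list alone, cameraPR adjusted p = 0.00633), a call lost by ranks (0.572) and with log2 fold changes (0.338). H19, an imprinted non-coding RNA, rose by 3.28 ± 0.07 with an adjusted p listed as 0, and its neighbour Igf2 rose by 1.36 ± 0.24 (Benjamini-Hochberg, the authors' deposited table). Grb10, Ndn and, outside the rule, Meg3, Rian and Mirg fell. The lists of ATF4 targets (6 of 27 rose, 6 fell), FOXO targets (6 of 22, 6), TFEB targets (10 of 35, 6), G1/S genes (5 of 27, 6), G2/M genes (2 of 24, 6), p53 targets (2 of 18, 4), hypoxia targets (6 of 16, 3) and mitochondrially encoded genes (0 of 13, 0) did not pass. Adjusted over the list alone, these counts were 6 and 6, 7 and 6, 10 and 6, 5 and 6, 1 and 5, 2 and 3, 6 and 3, and 0 and 0. Their cameraPR adjusted p ran from 0.202 to 0.74, and the median and the test of the hypoxia list differed in sign. Small counts among these were Ccnd3, Uhrf1, Mcm2, Orc1 and E2f2 (G1/S, rose), Tpx2 and Nusap1 (G2/M, rose), Gtse1 and Rrm2b (p53, rose), Cdkn1a, Perp, Fas and Bax (p53, fell) and Egln1, Pdk1 and Higd1a (hypoxia, fell), of which Mcm2, Orc1, E2f2, Nusap1, Rrm2b, Bax, Egln1, Pdk1 and Higd1a are named outside the rule. The lists of Nodal/Smad2 targets, BMP targets, formative, primitive endoderm, trophectoderm, 2-cell-like, germline and immediate early genes passed with a correlation of 0.05, by ranks, with log2 fold changes and with a minimum mean of 50. With log2 fold changes in place of Wald statistics, 9 calls were lost, among them those of MYC targets (cameraPR adjusted p = 0.173) and ribosome biogenesis genes (0.197), and those of Nodal and TGF-beta pathway genes (0.00681) and mesendoderm genes (0.00771) were gained. Of the called lists, the medians of ribosomal protein genes (13.3), oxidative phosphorylation genes (14.35) and lipid droplet genes (91.6) lay inside the central range of matched random lists, as percentiles of these.

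The strongest single genes were of mixed kinds. Nxf7, a gene of the nuclear export factor family, rose by 3.36 ± 0.21 and the meiotic entry gene Stra8 by 2.57 ± 0.16 in the authors' deposited table. Xlr5a, Xlr5b, Xlr5c and Xlr4a rose by 3.26 ± 0.21, 3.24 ± 0.22, 3.12 ± 0.22 and 2.56 ± 0.16 in the authors' deposited table, and share 77.7% to 90.7% of their windows with other genes, so these 4 values are uncertain as separate genes. The interferon-induced GTPase genes Gbp2b and Gbp2 fell by 4.65 ± 0.41 and fell by 4.49 ± 0.40 in the authors' deposited table. Trim67, a TRIM family gene, Sp5, a transcription factor gene that Wnt induces, and the zinc transporter gene Slc39a8 were at -4.55 ± 0.41, -3.97 ± 0.37 and -3.46 ± 0.28 in the authors' deposited table. Trim30c, a gene of the TRIM30 family, was lowest of the genes with at least 2 CPM at -8.64 ± 2.02, with the widest error of the named genes, and its mean was 1135 normalized counts in control but 3.19 in paused cells (the authors' deposited table for each condition). Over all genes, 8189 of 19778 passed (41.4%), 3858 higher (47.1%) and 4331 lower, with a median absolute log2 change of 0.41 in the authors' deposited table. At least 2-fold changes were found for 1380 of them, 882 higher and 498 lower, in the authors' deposited table. The p-values measure the spread between libraries, so a difference that arose between clones in culture would pass as a loss of Smad2 would. With the standard errors doubled, 1533 genes passed, and with the table centred on its median the higher genes were 56.3% of those called.

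The paused comparison addressed what Smad2 loss changes under mTOR inhibition, where the series places Nodal signalling and Pparg. Pparg was 21.8-fold higher in the paused knockout cells, at 4.44 ± 0.34 (Benjamini-Hochberg adjusted p = 8.73e-36) at a mean of 85.7 normalized counts in the authors' deposited table. Lefty1 and Lefty2 fell by 3.34 ± 0.21 and fell by 3.12 ± 0.12, and T fell by 3.86 ± 0.43 in the authors' deposited table for paused cells. Nodal fell by 0.14 ± 0.04 and Smad2 fell by 0.63 ± 0.06 there (the authors' deposited table). Nodal/Smad2 targets fell in 11 of 19 cases and rose in 2 (11 and 3 adjusted over the list alone, cameraPR adjusted p = 1.25e-06), and without Lefty1 and Lefty2 9 of 17 fell and 2 rose, with a cameraPR p of 0.00316. The 2 that rose, named outside the rule, were Otx2, a factor of the anterior epiblast, at 0.47 ± 0.17 and the TGF-beta binding protein gene Ltbp3 at 0.29 ± 0.09 (the authors' deposited table). Other Nodal and TGF-beta pathway genes rose in 2 of 21 cases and fell in 9 (3 and 10 adjusted over the list alone) and did not pass (cameraPR adjusted p = 0.322).

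Among lipid genes in paused cells, PPAR targets rose in 10 of 32 cases and fell in 1, also adjusted over the list alone (cameraPR adjusted p = 0.00603, and 0.0699 at the correlation of 0.05 or 0.216 with log2 fold changes). Lpl rose by 1.48 ± 0.13, Acaa2 by 1.06 ± 0.09 and the uncoupling protein gene Ucp2 by 0.33 ± 0.04 in the authors' deposited table. Lipid droplet and storage genes rose in 9 of 24 cases and fell in 1, also adjusted over the list alone (cameraPR adjusted p = 0.0136, and 0.0867 at the correlation of 0.05). Fatty acid oxidation genes rose in 12 of 27 cases and fell in 5, also adjusted over the list alone (cameraPR adjusted p = 0.0357, and 0.134 there), with Slc25a20 at 0.94 ± 0.05 in the authors' deposited table. Acadl, a PPAR target and oxidation gene, and the oxidation genes Acsl3, Acsl4, Decr1 and Cpt1c fell, as did Bscl2 among the droplet genes, all but Acsl3 named outside the rule. Fatty acid synthesis genes did not pass (6 of 17 rose and 3 fell, 7 and 4 adjusted over the list alone, cameraPR adjusted p = 0.189), although the stearoyl-CoA desaturase gene Scd1 rose by 0.78 ± 0.06 in the authors' deposited table, while Mid1ip1 and, outside the rule, Fasn and Elovl1 fell. Cholesterol synthesis genes fell in 15 of 24 cases and rose in 1 (17 and 2 adjusted over the list alone, cameraPR adjusted p = 0.000786). Idi1, an isoprenoid isomerase gene, fell by 0.43 ± 0.05 in the authors' deposited table. Glycolysis genes fell in 11 of 21 cases and rose in 2, also adjusted over the list alone (cameraPR adjusted p = 0.0136, and 0.0819 at the correlation of 0.05), with the lactate dehydrogenase gene Ldhb at -0.63 ± 0.07 in the authors' deposited table. Hk1 and Pfkp were the glycolysis genes that rose, Sqle the cholesterol synthesis gene and Ndufs1 the oxidative phosphorylation gene, the last 2 named outside the rule. Oxidative phosphorylation genes fell in 8 of 30 cases and rose in 1 (6 and 1 adjusted over the list alone, cameraPR adjusted p = 0.041, and 0.162 there).

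Lineage lists were called in paused cells too. BMP targets rose in 11 of 13 cases and fell in 0, also adjusted over the list alone (cameraPR adjusted p = 7.98e-11), with Id1 at 0.91 ± 0.07 and Gata3 at 2.04 ± 0.15 in the authors' deposited table. Trophectoderm genes rose in 9 of 15 cases and fell in 1, Cdx2, also adjusted over the list alone (cameraPR adjusted p = 1.15e-07), and Plac1 and Gata2 rose by 4.67 ± 0.32 and 2.27 ± 0.16 in the authors' deposited table. Primitive endoderm genes rose in 14 of 18 cases and fell in 2 (15 and 2 adjusted over the list alone, cameraPR adjusted p = 1.5e-05), and the list of the 2-cell-like state rose in 14 of 17 cases and fell in 0 (15 and 0 adjusted over the list alone, cameraPR adjusted p = 0.000193). Among the 3 members of that list with at most 10% of windows shared, 1 rose and the cameraPR p was 0.0736. Arg2, that member, rose by 1.21 ± 0.16, and the endoderm regulator Hnf4a by 1.56 ± 0.15 in the authors' deposited table. Germline genes rose in 12 of 15 cases and fell in 0, also adjusted over the list alone (cameraPR adjusted p = 1.66e-11), with Dazl at 1.30 ± 0.09 and Stk31 at 1.21 ± 0.09 in the authors' deposited table. Formative genes fell in 9 of 17 cases and rose in 4, also adjusted over the list alone (cameraPR adjusted p = 0.0357, and 0.123 at the correlation of 0.05). Neuroectoderm genes fell in 4 of 12 cases and rose in 1, also adjusted over the list alone (cameraPR adjusted p = 0.0323, and 0.0898 there), with Nes at -2.48 ± 0.30 in the authors' deposited table. Naive genes did not pass (4 of 16 rose and 3 fell, also adjusted over the list alone, cameraPR adjusted p = 0.493) and their median (-0.03) lay opposite to the test. Neither core pluripotency genes (4 of 11 rose and 3 fell, also adjusted over the list alone, cameraPR adjusted p = 0.886) nor mesendoderm genes (4 of 19 rose and 9 fell, 5 and 9 adjusted over the list alone, cameraPR adjusted p = 0.485) passed. Nanog, Klf4, Tbx3 and Fgf4 (naive), Sall4, Dppa2, Dnmt3l and Trim28 (core), Otx2, Dnmt3a, Zic2 and Foxd3 (formative), Gata4, Gata6, Hand1 and Sox17 (mesendoderm) and Sox1 (neuroectoderm) were the members that rose. Those that fell included Nr0b1, Dppa3 and Gbx2 (naive), Utf1 and Tdgf1 (core), Pax6, Nes, Map2 and Neurod1 (neuroectoderm) and Apoe and Lamb1 (primitive endoderm). Of these, Trim28, Otx2, Dnmt3a, Zic2, Foxd3, Sox17, Dppa3, Tdgf1 and Lamb1 are named outside the rule, as Cdx2 is.

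The lists of growth-related genes passed in the downward direction in paused cells too. Ribosomal protein genes fell in 20 of 33 cases (23 adjusted over the list alone) and rose in 0 (cameraPR adjusted p = 1.11e-05), and MYC targets fell in 12 of 22 cases and rose in 2, also adjusted over the list alone (cameraPR adjusted p = 0.00113). Mycn fell by 1.06 ± 0.07, and Odc1, the polyamine enzyme gene and a MYC target, fell by 0.36 ± 0.04 in the authors' deposited table. Ribosome biogenesis genes fell in 11 of 28 cases and rose in 0 (12 and 1 adjusted over the list alone, cameraPR adjusted p = 0.0323, and 0.134 at the correlation of 0.05). Immediate early genes fell in 9 of 18 cases and rose in 2 (10 and 2 adjusted over the list alone, cameraPR adjusted p = 0.0125, and 0.0699 there). Fibroblast genes fell in 6 of 15 cases and rose in 1, also adjusted over the list alone (cameraPR adjusted p = 0.0489, and 0.134 there), with the collagen gene Col1a1 at -3.53 ± 0.47 in the authors' deposited table. The p53 targets fell in 8 of 18 cases and rose in 1, also adjusted over the list alone (cameraPR adjusted p = 0.0357, and 0.123 there), with the cell cycle inhibitor gene Cdkn1a at -0.45 ± 0.09 in the authors' deposited table. Imprinted genes rose in 7 of 18 cases and fell in 3, also adjusted over the list alone (cameraPR adjusted p = 0.0125, and 0.0699 there). The lists of ATF4 targets (8 of 27 rose, 7 fell), FOXO targets (5 of 22, 8), TFEB targets (7 of 35, 12), G1/S genes (4 of 27, 7), G2/M genes (2 of 24, 5), hypoxia targets (4 of 16, 3) and mitochondrially encoded genes (1 of 13, 0) did not pass. Adjusted over the list alone, these counts were 8 and 8, 5 and 8, 7 and 12, 4 and 7, 2 and 5, 4 and 3, and 0 and 0. Their cameraPR adjusted p ran from 0.374 to 0.959, and medians and tests differed in sign for ATF4, FOXO and hypoxia targets. Small counts that rose in these lists were Sesn1, Pink1, Erbb3, Foxo3 and Trim63 (FOXO), Ccnd3, Uhrf1, E2f1 and E2f2 (G1/S), Tpx2 and Ccnb2 (G2/M), Vegfa, Ndrg1, Kdm3a and P4ha2 (hypoxia), COX3 (mitochondrial), Max and Shmt2 (MYC), Jund and Spry4 (immediate early), Fbn1 (fibroblast) and Pmaip1 (p53). Those that fell were Ccnb1, Cdc20, Cenpa, Foxm1 and Kif20a (G2/M), Egln1, Pdk1 and Higd1a (hypoxia) and Grb10, Ndn and Igf2r (imprinted). Of these, Foxo3, Trim63, E2f1, E2f2, Ccnb2, Max, Shmt2, Jund, Spry4, Fbn1, Pmaip1, Kif20a, Egln1, Pdk1, Higd1a and Igf2r are named outside the rule. Passing under the same 4 settings were the lists of Nodal/Smad2 targets, BMP targets, cholesterol synthesis, primitive endoderm, trophectoderm, 2-cell-like and germline genes. With log2 fold changes in place of Wald statistics, 10 calls were lost, among them those of ribosomal protein genes and MYC targets (cameraPR adjusted p = 0.217 for both), and those of Nodal and TGF-beta pathway genes (0.00569) and mesendoderm genes (0.00179) were gained. Medians inside the central range of matched random lists were those of ribosome biogenesis (percentile 22.6), oxidative phosphorylation (23.1) and lipid droplet genes (96.9).

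Several of the strongest genes in control cells stood among the strongest in paused cells. Serpinb9e, a serpin gene, was highest of the genes with at least 2 CPM at 4.85 ± 0.45 in the authors' deposited table, with 28.4% of its windows shared with other genes. Nxf7, the gap junction gene Gjb2, H19, the homeobox gene Irx3, Xlr5b and the vascular cadherin gene Cdh5 rose by 4.21 ± 0.25, 3.71 ± 0.39, 3.30 ± 0.10, 3.16 ± 0.24, 3.11 ± 0.19 and 3.10 ± 0.24 in the authors' deposited table. Gbp2, Trim67, Gbp2b and Sp5 were at -5.13 ± 0.47, -5.12 ± 0.37, -5.04 ± 0.45 and -4.54 ± 0.44, and the immunity-related GTPase gene Irgm1 at -3.53 ± 0.38, in the authors' deposited table. Over all genes, 8504 of 19979 passed (42.6%), 4102 higher (48.2%) and 4402 lower, with a median absolute log2 change of 0.37 in the authors' deposited table. Changes of at least 2-fold were found for 1418, 976 higher and 442 lower, in the authors' deposited table. With the standard errors doubled, 1976 genes passed, and with the table centred on its median the higher genes were 57.4% of those called. As in control cells, these tables do not separate the clones.

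**Figure D1:**
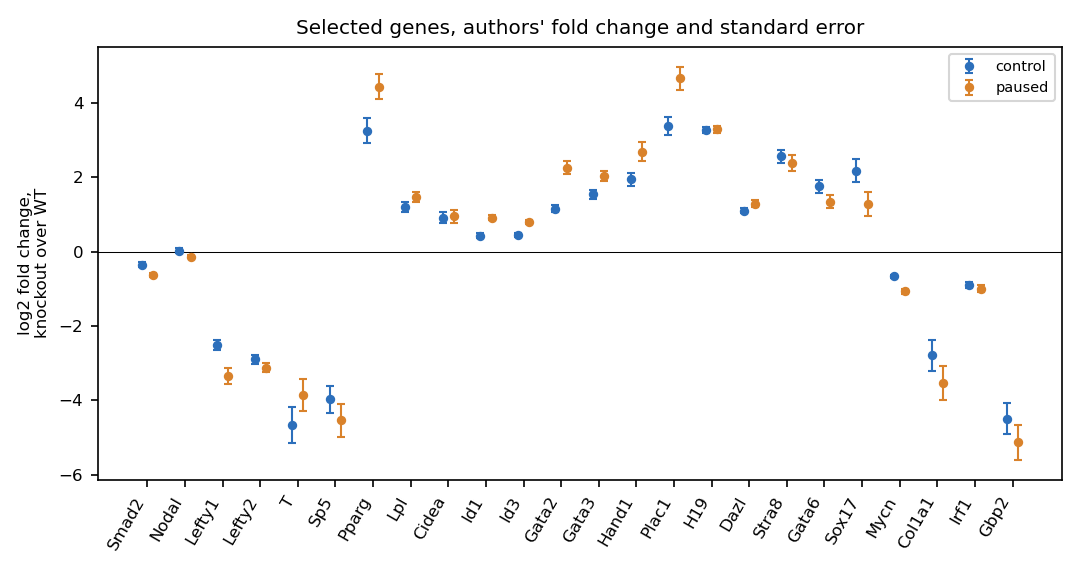
Log2 fold changes of knockout over wild type for selected genes in control and paused cells, from the authors' deposited table for each condition. Bars are the authors' standard errors. Lefty1, Lefty2 and T lay below -2 in both conditions, and Pparg lay above 3 in both.

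The control and paused tables were then set side by side to see whether pausing altered the effect of Smad2 loss. Among 19134 genes in both tables, 5823 were called in both, and 5792 of these had the same direction, 2740 higher and 3052 lower. Independent lists of these sizes would share 796 higher and 986 lower genes. Knockout and wild type cells of the same line are in both conditions, so independence is a low bar for this overlap. Log2 fold changes correlated across 13407 genes with a mean of at least 50 in both tables (Pearson's r = 0.907 and Spearman's rho = 0.818), and genes are not independent replicates. Which clones enter each table is not named, and if the same ones enter both, this overlap does not separate the clones' own differences from the loss of Smad2.

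**Figure D2:**
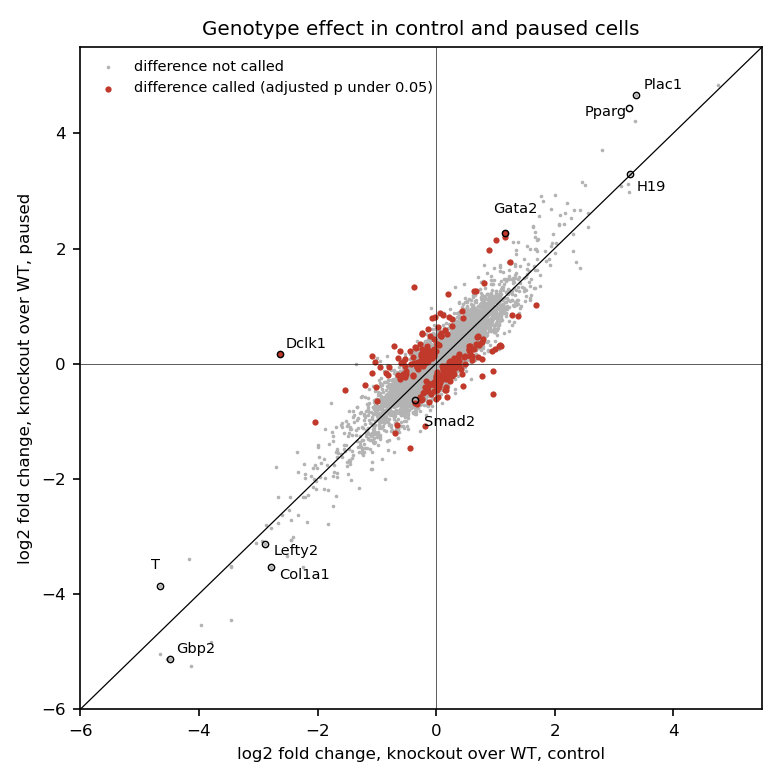
Log2 fold change of knockout over wild type in control cells (horizontal) and paused cells (vertical) for 13407 genes, drawn from the authors' deposited table for each condition. Points in red are 262 genes whose change differed between conditions by the test of the difference. The correlation of 0.907 shows as a cloud along the line of equal change.

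Some genes changed by different amounts in paused cells, by a test that compares the ratios of the separately normalized tables and was chosen after their content was known. Of 19134 genes, 275 passed it, 137 with a higher and 138 with a lower change in paused cells, and 28 of them differed by at least 2-fold. At an unadjusted p under 0.05 there were 2464. Dclk1, a doublecortin-like kinase gene, went from -2.63 ± 0.34 in control to 0.17 ± 0.12 in paused cells (the authors' deposited table), a difference of 2.81 ± 0.36. Lipg, the endothelial lipase gene, was at -0.37 ± 0.28 in control and 1.33 ± 0.27 in paused cells (the authors' deposited table), a difference of 1.71 ± 0.39. Gata2, a trophoblast and blood regulator, rose by 1.16 ± 0.10 in control and by 2.27 ± 0.16 in paused cells (the authors' deposited table), a difference of 1.11 ± 0.19. The BMP targets Id1 and Id3 rose more in paused cells, by 0.48 ± 0.10 and 0.35 ± 0.08. The desaturase genes Scd2 and Scd1 differed by 0.73 ± 0.16 and 0.52 ± 0.10, and Pnpla2, the main triglyceride lipase gene, by 0.26 ± 0.07. Eomes and Ltbp3 were the Nodal targets that passed, both named outside the rule, with differences of 0.89 ± 0.25 and 0.64 ± 0.16. Mycn, Ski and Klf4 had lower changes in paused cells, with differences of -0.40 ± 0.08, -0.32 ± 0.07 and -0.30 ± 0.08. Pparg differed by 1.18 ± 0.49 (95% interval 0.22 to 2.14), which did not pass (Benjamini-Hochberg adjusted p = 0.237), and Smad2 by -0.28 ± 0.09 (Benjamini-Hochberg adjusted p = 0.0843). Of the 275 genes, 31 changed in both tables and more in paused cells, 40 in both and more in control cells, 31 in opposite directions, 79 in the paused table alone and 94 in the control table alone. With the standard errors doubled, the count by the Benjamini-Hochberg adjusted test was 0, with 125 at an unadjusted p under 0.05.

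Of the 33 lists, 9 differed between conditions by cameraPR on the differences. Change here is that of knockout over wild type, and levels in paused cells were not compared with those in control cells. Changes were higher in paused cells for BMP targets (cameraPR adjusted p = 0.00368), trophectoderm genes (0.00998) and germline genes (0.000918). The same held for fatty acid synthesis genes (cameraPR adjusted p = 0.0134) and ribosome biogenesis genes (0.00998). Changes were lower there for naive pluripotency genes (cameraPR adjusted p = 0.00998), cholesterol synthesis genes (0.0351), lysosomal TFEB targets (8.33e-05) and p53 targets (0.0147). For ribosome biogenesis genes the higher change was a smaller fall, with a median of -0.15 in control and -0.06 in paused cells. Members that passed the test singly included Id1 and Id3 (BMP), Scd1 and Scd2 (fatty acid synthesis), Gata2 and Eomes (trophectoderm), Klf4 (naive), and, outside the rule, Npc1, a lysosomal cholesterol carrier gene (TFEB list). Adjusted over the list alone, the members that passed in the direction of the list were 5 BMP targets, 4 trophectoderm, 4 fatty acid synthesis, 2 germline, 1 naive, 6 cholesterol synthesis and 8 TFEB genes. Over all genes, 0 of 15 germline, 0 of 28 ribosome biogenesis and 0 of 18 p53 genes passed the Benjamini-Hochberg adjusted z test, and adjusted over the list alone 0 of the ribosome biogenesis and p53 genes did. At an unadjusted p under 0.05 in the z test, 6 germline and 8 ribosome biogenesis genes had a higher change in paused cells. Of the p53 targets, 6 had a lower and 2 a higher change. The median of the fatty acid synthesis list lay at the percentile 90.97 of matched random lists. The lists of PPAR targets and Nodal/Smad2 targets did not pass this test, with cameraPR adjusted p = 0.967 and 0.634. At the preset correlation of 0.05, 3 of the 9 passed, those of BMP targets, germline genes and TFEB targets. With log2 fold changes in place of Wald statistics, 1 passed, that of trophectoderm genes, and 0 lists passed under all settings of the list test that were run.

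**Figure D3:**
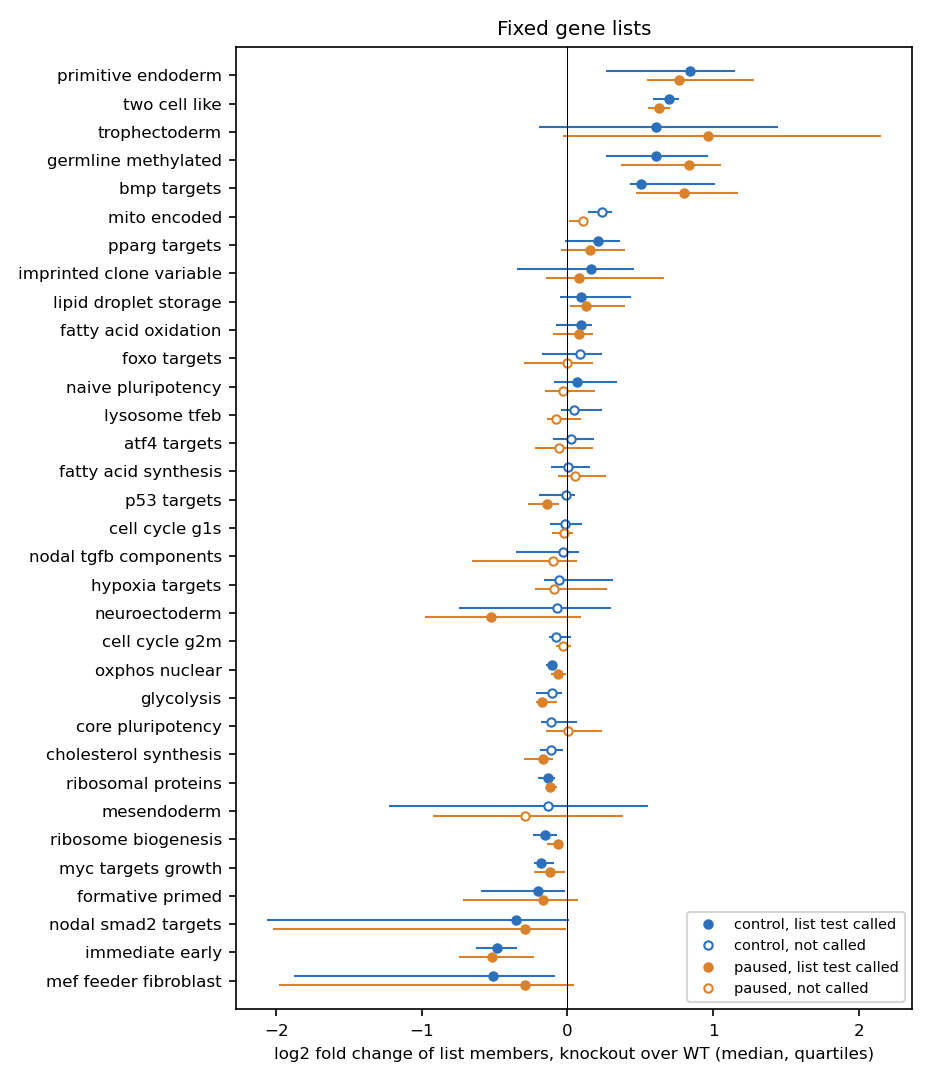
Median log2 fold change of the members of each of the 33 fixed gene lists in control and paused cells, with bars from the lower to the upper quartile. Filled points mark lists that passed cameraPR. The highest medians were those of primitive endoderm genes in control (0.84) and trophectoderm genes in paused cells (0.97).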

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

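The comparison of paused with control changes, on which the genes and lists of the next paragraph rest, was chosen only after the files' content was known, and so were the tests on Krt8 and Krt18, on the placental list, on BMP-responsive genes outside the trophoblast lists and on DNA methylation enzymes. Each gene there is given with its log2 fold change in paused cells minus that in control cells. Each list is given with its Benjamini-Hochberg adjusted p by cameraPR. These genes and lists were picked out because that difference passed its test. The paragraphs after it also give values within each condition.

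Genes with a higher change in paused cells were Trim30c (8.21), Dclk1 (2.81), Lipg (1.71), the cell adhesion gene Nrcam (1.22), Syna, a retroviral envelope gene of the placenta (1.14), Gata2 (1.11), Cap2, a gene of an actin-binding protein (1.08), Wdr95 (1.08), Cubn, an endocytic receptor gene of the visceral endoderm (1.04), Scd2 (0.73), Ndrg1, a hypoxia-responsive gene (0.59), Scd1 (0.52), Phgdh, the entry enzyme of serine synthesis (0.49), Id1 (0.48), Id3 (0.35) and Pnpla2 (0.26). Genes with a lower change were Pdzd2 (-1.48), the channel gene Trpm1 (-1.15), Cited4 (-1.09), Scara5 (-0.97), Antxr1 (-0.85), the chloride channel gene Ano1 (-0.78), Pgbd5 (-0.76), the prolactin receptor gene Prlr (-0.76), Mycn (-0.40), Ski (-0.32) and Klf4 (-0.30). Trim30c had a mean of 3.19 normalized counts in the authors' deposited table for paused cells, so its value there rests on few counts. Its change in control cells had the widest error of the named genes. Whether a few libraries or one of the clones carry that change cannot be read without values per library. The lists with a higher change were BMP targets (0.00368), fatty acid synthesis (0.0134), trophectoderm (0.00998), germline (0.000918) and ribosome biogenesis genes (0.00998). Those with a lower change were cholesterol synthesis (0.0351), naive pluripotency (0.00998), TFEB targets (8.33e-05) and p53 targets (0.0147). At a correlation of 0.05 the calls of BMP targets, germline genes and TFEB targets held and the other 6 were lost, with adjusted p by cameraPR from 0.0755 to 0.183, and 0 of the 9 held under all 4 settings of the list test.

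Placental and trophectoderm genes were higher in the knockout libraries of both tables, and a list of placental trophoblast genes, chosen after the strongest genes were seen and sharing 17 of its 36 members with other lists, rose in 18 of 31 cases and fell in 4 in control (20 and 6 adjusted over the list alone; Krt19, Eomes, Cdx2 and Serpinb9 fell, named after their values were seen), and rose in 20 and fell in 3 in paused cells (also adjusted over the list alone; Gcm1, Cdx2 and Serpinb9). That list holds genes that prompted it, and without the 11 members named for their size or among the 50 highest or 50 lowest called genes of either table, 7 of 20 rose and 4 fell in control and 9 of 20 rose and 3 fell in paused cells, a weaker shift (cameraPR p 0.0204 and 0.0224). The fixed trophectoderm list without its own such members did not pass. Of the 10 genes left, 4 rose and 2 fell in control (cameraPR p 0.257), and 4 rose and 1 fell in paused cells (cameraPR p 0.17). The members left out were picked by their large changes in these same data. This result therefore cannot weigh against the trophectoderm list, which was fixed in advance. Reads shared with similar genes are argued against, since the median share of windows found in another gene was 0% for the 19 genes higher in both tables (highest 16.6%). Raised BMP signalling stays open as a contributor. Among 10 BMP-responsive genes outside these lists 7 rose in control and 8 in paused cells and 0 fell (larger cameraPR p of control and paused cells 8.54e-05). These 10 belong to the fixed BMP list already seen to rise, so their rise is not separate support. No BMP pathway protein was measured, and the clones' own histories stay open. Admixed trophoblast cells cannot be told apart from a shift within stem cells, since Krt8 (-0.78 ± 0.38 in control and -0.44 ± 0.40 in paused cells) and Krt18 (-0.56 ± 0.36 and -0.41 ± 0.37) were not called in the authors' deposited table for either condition and are already abundant in these cells.

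Germline genes that DNA methylation holds silent were higher in both tables, with a larger shift when paused that was lost with log2 fold changes (cameraPR adjusted p = 0.364). Shared reads are argued against, with a median share of 0% for 11 genes (highest 22.9%). The shift reached beyond the fixed list, since 32 other germline and meiosis genes, chosen before their values were seen, were also higher (larger cameraPR p of control and paused cells 1.59e-14), 23 rising and 3 falling (Tdrd6, Syce2 and Nanos3) in control, and 26 rising and 2 falling (Syce2 and Nanos3) in paused cells. Lower mRNA of the methylation enzyme gene Dnmt3b stays open as a cause. Dnmt3b was called lower in control (-0.32 ± 0.09, the authors' deposited table). It was at -0.10 and not called in paused cells, where the germline shift was larger. Pausing lasted 12 hours, so the paused values cannot decide about DNA methylation set before it. Dnmt1, Dnmt3a, Dnmt3l and Uhrf1 were not called lower in either condition (0.04, -0.02, 0.03 and 0.24 in control, the authors' deposited table). In paused cells they were at 0.02, 0.34, 0.39 and 0.30 (the authors' deposited table). Uhrf1 was called higher in both conditions, and Dnmt3a and Dnmt3l in paused cells. For these genes the values argue against lower mRNA at the time of sampling. Enzyme activity and DNA methylation stay open. Loss of Smad2 and differences between clones that arose in culture both stay open as sources, and the tables do not hold the values per clone that a test would need.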

How the results depend on the processing

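All alternatives below except the fold limit for the separate tables and for their overlap were chosen after seeing the data. A limit of 2-fold left 1380 genes in control, 1418 in paused cells, 784 called in both in the same direction and 28 for the difference, which follows from the limit itself. Doubling the standard errors, as if the libraries were much less alike, left 1533, 1976, 993 and 0 (the Benjamini-Hochberg adjusted z test for the difference, which had 125 genes at an unadjusted p under 0.05). Centring gave 7918, 8220, 5492 and 280 genes, and a minimum mean of 50 gave 7049, 7370, 5066 and 312, all within 1.5 times the counts reported, but centring moved the share of higher genes from 47.1% to 56.3% in control and from 48.2% to 57.4% in paused cells. Of the 33 lists, a correlation of 0.05 left 9 in paused cells, 3 for the difference and 7 called in both tables in the same direction. Ranks left 5 for the difference. Log2 fold changes in place of Wald statistics left 11 in control, 13 in paused cells, 1 for the difference and 11 in both. For these list counts the cause was not tested. The other list counts stayed within 1.5 times those reported, from 12 to 17 in control. Under these 3 settings and a minimum mean of 50, 8 lists passed in control, 7 in paused cells and 0 for the difference (cameraPR, 9 as reported). The direction of the list test turned under some setting for 5 lists in control, 6 in paused cells and 6 for the difference, of which 0 passed under any setting (cameraPR). Without members that share over 10% of their windows, 3 genes of the 2-cell-like list were left and it no longer passed (cameraPR p 0.174 in control and 0.0736 in paused cells). Of the values of 209 named genes under gene-level alternatives, 2027 kept their side of the threshold, 454 no longer passed and 3 newly passed, and those lost were most often under the fold limit (125 in each table) and doubled standard errors (82 in control and 70 in paused cells). Depth per library is unknown. Below a mean of 50 the median standard error was 0.38, so that small changes of such genes were not detectable. No paired analysis was possible because the tables hold no values per library, and for the same reason the planned replicate block, left-out replicates, other tools, normalizations and filters, split wild type libraries, an estimated correlation between genes, fry and other splits of the libraries were not run.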

Other observations

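The interferon list, the test without the Gbp genes, the test of fibroblast genes, the X chromosome comparison and the tests without the strongest genes were chosen only after the strongest genes were seen. Interferon-response and antigen presentation genes were lower in the knockout libraries. Of 43 in control cells, 22 fell and 7 rose (23 and 8 adjusted over the list alone), and of 40 in paused cells 20 fell and 4 rose, also adjusted over the list alone. The list holds genes that prompted it, so its own p is not given. Without the 4 members named for their size or among the 50 highest or 50 lowest called genes of either table with at least 2 CPM, 18 of 39 fell and 7 rose in control (cameraPR p 0.000187), and 16 of 36 fell and 4 rose in paused cells (cameraPR p 5.2e-05). Psmb8, a subunit gene of the immunoproteasome, fell by 4.84 ± 0.50 in paused cells (the authors' deposited table), at a mean below 2 CPM. B2m, the light chain gene of MHC class I, and Irf1, an interferon regulatory factor gene, were at -1.15 ± 0.26 and -0.89 ± 0.08 in control cells, and the peptide transporter gene Tap2 at -1.88 ± 0.24 (the authors' deposited table). The members that rose in paused cells were Stat2, Oas1a, H2-D1 and Ifi27. All of these genes are named after their values were seen.

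Shared reads are argued against for this pattern, since the list without members that share over 10% of their windows still passed (larger cameraPR p of control and paused cells 1.81e-07, and 0.000245 also without the strongest genes). A change limited to the Gbp genes is argued against as the whole pattern, since the list without Gbp genes also passed (larger cameraPR p 0.000105, and 0.00173 also without the strongest genes). A smaller share of fibroblast-like cells cannot be told apart from a change within the stem cells. Of the 15 fibroblast genes listed in both tables, the 8 called lower in control had a median of -2.17 and a median mean of 45.9 normalized counts, while the 7 not called had a median of -0.078 and a median mean of 196, where a small share would be hidden. Smad2 loss and clone history stay open and were not tested.

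Genes at least 2-fold higher in the knockout libraries were on the X chromosome more often than other genes. Of the genes listed, 92.5% in control and 92.3% in paused cells could be matched to a chromosome. In control cells 69 of 797 matched genes (8.66%) were X-linked against 3.6% of the others (Fisher's exact test, 2-sided, p = 2.73e-10), and in paused cells 85 of 898 (9.47%) against 3.47% (p = 3.41e-15). Among genes at least 2-fold lower the numbers were 25 of 475 (p = 0.113) and 20 of 416 (p = 0.241) by the same exact test. Much of the excess lay in genes of similar sequence. Among genes with at least 10% of windows shared with another gene, 35 of 123 in control (28.5%) and 42 of 124 in paused cells (33.9%) were X-linked, against 6.31% and 5.93% of the others (the same exact test, p = 5.76e-13 and 9.61e-19). Among genes with less sharing the excess was smaller, with 32 of 553 in control (5.79%) and 39 of 642 in paused cells (6.07%), against 3.26% and 3.21% (exact test, p = 0.00245 and 0.000279), and among genes at least 2-fold lower with as little sharing the numbers were 23 of 444 in control and 18 of 375 in paused cells (exact test, p = 0.0427 and 0.109). Genes are not independent replicates, and no explanation was tested.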
